# The protective role of conjunctival goblet cell mucin sialylation

**DOI:** 10.1038/s41467-023-37101-y

**Published:** 2023-03-17

**Authors:** Moe Matsuzawa, Tomoaki Ando, Saaya Fukase, Meiko Kimura, Yasuharu Kume, Takuma Ide, Kumi Izawa, Ayako Kaitani, Mutsuko Hara, Eri Nakamura, Anna Kamei, Akira Matsuda, Nobuhiro Nakano, Keiko Maeda, Norihiro Tada, Hideoki Ogawa, Ko Okumura, Akira Murakami, Nobuyuki Ebihara, Jiro Kitaura

**Keywords:** Mucosal immunology, Molecular medicine, Conjunctival diseases

## Abstract

Gel-forming mucins secreted by conjunctival goblet cells have been implicated in the clearance of allergens, pathogens, and debris. However, their roles remain incompletely understood. Here we show that human and mouse conjunctival goblet cell mucins have Alcian blue-detectable sialic acids, but not sulfates in the steady state. Interestingly, Balb/c mouse strain lacks this sialylation due to a point mutation in a sialyltransferase gene, *St6galnac1*, which is responsible for sialyl-Tn synthesis. Introduction of intact *St6galnac1* to Balb/c restores the sialylation of conjunctival goblet cell mucus. Sialylated mucus efficiently captures and encapsulates the allergen particles in an impenetrable layer, leading to the protection of mice from the development of allergic conjunctivitis. Expression of *ST6GALNAC1* and sialyl-Tn is upregulated in humans under conditions with chronic stimuli. These results indicate that the sialylated glycans on the ocular mucins play an essential role in maintaining the conjunctival mucosa by protecting from the incoming foreign bodies such as allergen particles.

## Abstract (web summary)

Conjunctival goblet cells secrete mucins that are heavily glycosylated. Here, the authors show that sialylation of mucins is essential for capturing and encapsulates allergen particles and thus reduces the risk for developing allergic conjunctivitis.

## Introduction

The goblet cell is a specialized epithelial cell type that plays a role in the first-line defense on the wet surfaces of the body including the ocular surface^1–3^. Goblet cells provide hydration and lubrication of the mucosal surface by secreting high molecular weight mucins that are heavily glycosylated^2–4^. The mucus granules containing gel-forming mucins are constitutively exocytosed at the steady state. Upon detection of incoming threats, a burst of release occurs, which entraps the pathogens and debris to facilitate their removal^5–7^. The importance of gel-forming mucins is best exemplified by the fact that deficiency of an intestinal gel-forming mucin, Muc2, leads to spontaneous colitis and enhanced colon cancer development^8,9^. However, in contrast to the intestinal mucosa, which is continuously challenged by luminal bacteria, the roles of single gel-forming mucins in the ocular surface remain elusive especially in specific pathogen-free environments^10,11^. The major gel-forming mucins expressed in the ocular surface include Muc5ac and Muc5b^2^. Although MUC5AC is believed to play a pivotal role in maintaining the rheological properties of the tear film^2^, mice lacking Muc5ac or Muc5b showed only mild, or no dry eye phenotypes^10,11^. Even with the complete loss of conjunctival goblet cells, the dry eye phenotype was mild to moderate^12^. Interestingly, two important phenotypes were observed; an increase of debris in the fornix, which can be attributed to the loss of gel-forming mucins^13^, and a loss of tolerogenic response, which is supported by goblet cell-derived retinoic acid^14^. However, a *Pseudomonas aeruginosa* infection experiment did not prove any protective roles of goblet cells against bacterial infection in the eye^13^ despite the loss of anticipated regulatory effects of gel-forming mucins^15^. Thus, the roles of goblet cell-derived gel-forming mucins in the protection of ocular surface remain incompletely understood.

The mucin proteins harbor repetitive core sequences that are rich in serine and threonine residues, which are known to be extensively O-glycosylated. The major gel-forming mucin in the conjunctiva, MUC5AC, is one of the largest glycoproteins known to date. Its molecular mass reaches more than 20 mDa after glycosylation and multimerization^16^. The O-glycosylated tandem repeat domain is flanked by cysteine-rich domains, and intermolecular disulfide bonding of these domains allows multimerization of the molecules, giving them a gel-like property^4^.

Mucin oligosaccharides account for 50–90% of the molecular mass of the mature glycoprotein. The average glycan mass of the human ocular surface mucin is reported to account for 55%^17^. Most of the glycans are O-glycans, although N-glycans are also found^18–20^. Negative charges of the terminal sialic acid or sulfate group of the glycan chains confer anti-adhesive properties to the mucins^21^. Alterations of mucin glycosylation, including sialylated glycans have been reported in pathological states of ocular surfaces, such as dry eye^22^, contact lens wear pathology^23^, pterygium^24–26^, and ocular rosacea^27^, as well as in the airway^28^, gastrointestinal tract^29^, and cancer^30^. However, whether these alterations are detrimental or protective to the host remains largely unknown, except for cancer O-glycan chains, which have been shown to contribute to biological and pathological consequences^30,31^.

ST6GALNAC is a subfamily of sialyltransferases, which transfers sialic acid with an α2-6 linkage to N-acetylgalactosamine (GalNAc) in O-glycans and glycolipids. Among the six members identified to date in mice and humans, ST6GALNAC1, 2, 4, and to a lesser extent, 3, have an activity on the GalNAc residues in O-linked glycans^32,33^. While ST6GALNAC3 and 4 require sialylation of the acceptor substrate, ST6GALNAC1 and 2 can target non-sialylated structures such as Tn and T antigens^34–36^. In addition, ST6GALNAC1 and 2 have differential preference for their acceptor substrates; ST6GALNAC1 prefers Tn antigen, while ST6GALNAC2 prefers T and sialyl-T antigens in vivo^34,37^. A recent report has shown that the ST6GALNAC1 expressed in the intestine affects sialylation of N-glycans, which plays a role in stabilizing MUC2 mucins against bacterial proteolytic degradation^38^. Although ST6GALNAC1 is reportedly one of the most expressed ST6GALNACs in the human conjunctiva^39^, how ST6GALNAC1 affects MUC5AC and intrinsic properties of the mucus is not known.

The prevalence of ocular allergy has increased in the past decades^40–42^ and is estimated to have reached up to 40–50%, depending on the country^41,42^. The manifestation ranges from less severe but recurrent seasonal and perennial allergic conjunctivitis to severe forms including vernal keratoconjunctivitis (VKC) and atopic keratoconjunctivitis (AKC), which potentially lead to corneal involvement and ultimately to vision loss^42,43^. Alterations of both transmembrane and gel-forming mucin expression have been observed in VKC and AKC^44,45^. More recently, it has been reported that there are increased amounts of sialylated species in the N-glycans present in the tears of VKC and AKC patients^46^. However, the roles of O-glycans and their sialylation in ocular allergy remain unexplored^19,46^.

In this study, we found that goblet cells in the conjunctiva of humans and C57BL/6 J (B6J) mice are Alcian Blue (AB)-positive due to sialylation, while those of Balb/c mice lack it. The major responsible gene was identified as a sialyltransferase, *St6galnac1*. In humans, ST6GALNAC1 and its enzymatic oligosaccharide product, sialyl-Tn, was found to be increased in pathologic conditions under chronic mechanical/inflammatory stimuli. By transferring the intact *St6galnac1* gene to the *St6galnac1*-deficient Balb/c strain, and by generating *St6galnac1*-knockout B6J strain, we investigated the roles of sialylated mucins in vivo.

## Results

### Conjunctival goblet cells of humans and B6J mice, but not those of Balb/c mice, are sialylated in the steady state

Previous studies have demonstrated that Alcian Blue (AB) stains human, rat, and mouse conjunctival goblet cells differentially or simultaneously with Periodic acid-Schiff (PAS) staining depending on the disease state and age^47–50^. Because AB stains acidic residues such as sialic acid, hyaluronic acid, and sulfate groups on the glycoproteins, we used AB staining in attempt to elucidate the responsible acidic residues in the goblet cell mucus granules. Steady state human conjunctival goblet cells were positive for AB, but negative for high iron diamine (HID), which stains sulfate groups (Fig. 1a–c). In addition, desialylated conjunctival goblet cells became negative for AB, suggesting that the AB positivity of human goblet cells are derived from their sialic acid (Fig. 1b). However, goblet cells of B6J and Balb/c mice were stained differently; B6J goblet cells were positive for both AB and PAS, while Balb/c goblet cells were positive for PAS staining only (Fig. 1d). Neuraminidase, but not hyaluronidase treatment, abolished the AB staining of the B6J goblet cells, indicating that sialylated glycans are the major substances stained by AB, and these are present only in the B6J goblet cells (Fig. 1e). Goblet cells of both strains were negative for HID (Fig. 1f). Of note, mast cell AB staining was retained after neuraminidase and hyaluronidase treatments, consistently with the positive HID staining (Fig. 1e, f). AB-PAS staining of the swab extract of the conjunctiva revealed that the major AB-positive (and negative in Balb/c) PAS-positive protein has a high molecular weight, indicating that the mucins are the major substances that harbor sialylated glycan stained in conjunctival goblet cells (Fig. 1g).

**Fig. 1:**
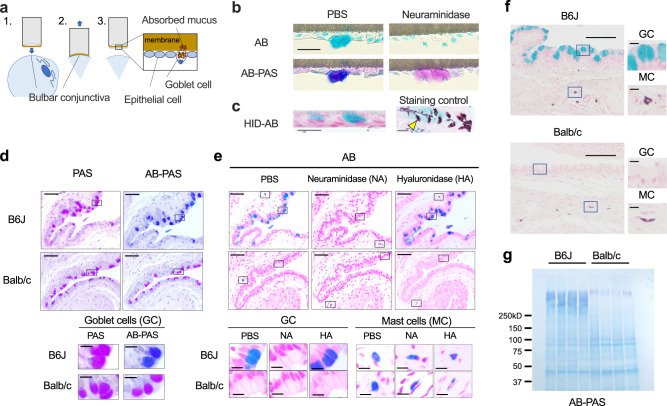
Conjunctival goblet cell mucus of humans and C57BL/6 J mice, but not that of Balb/c mice, is sialylated in the steady state. **a** A schematic diagram of impression cytology. **b** Periodic acid–Schiff (PAS) and Alcian Blue (AB) (pH2.5) staining of the bulbar conjunctival goblet cells from healthy subjects with or without neuraminidase treatment. Bar, 20 μm. **c** High-iron diamine (HID) and AB staining of sulfomucin of the human conjunctival goblet cells. Staining control: mouse colon. The arrowhead indicates an example of HID-positive (brown) goblet cell. Bar, 20 μm. PAS and AB-PAS (**d**), or AB staining (**e**) of mouse conjunctiva. Bar 50 μm. Inset: Bar, 10 μm. Tissue sections were treated with neuraminidase (NA) or hyaluronidase (HA) before staining in (**e**). GC, goblet cells; MC, mast cells. **f** HID-AB staining of the mouse conjunctivas. Bar, 100 μm. Inset: Bar, 10 μm. **g** AB-PAS staining of membrane-transferred conjunctival swab proteins. Data are representative of at least two independent experiments (**b–g**). Source data are provided as a Source Data file.

### Aberrant splicing disrupts the sialyl motif of St6galnac1 in Balb/c mice

In search of the genes responsible for differential sialylation between B6J and Balb/c strains, we compared the expression profiles of the conjunctival tissues using gene microarray. 

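Total RNA from the conjunctivas of 3 Balb/c mice was mixed in equal amounts and hybridized to 1 Clariom S mouse array, and that of 3 B6J mice to another. This array measures each transcript with a probe set, a group of short DNA probes whose brightness is summarised as a single value. The methods describe mice of 5 to 9 weeks and both sexes, whereas the sample labels describe females aged 6 weeks, and the labels add a TRI reagent step to the RNeasy extraction of the methods. The legend of Fig. 2 speaks of RNA from 3 eyes for each strain, and the methods of 3 mice. The authors processed the arrays in Transcriptome Analysis Console, and the submitters' processing notes name RMA, which corrects the background, brings the arrays to a common distribution and summarises the probes on a log2 scale. The deposited values were used without further scaling, and their medians were 6.86 in Balb/c and 6.86 in B6J over all rows, controls included, and 6.85 and 6.93 over the probe sets with a gene symbol. Of 28846 probe sets, 6640 were controls. The platform annotation gave 1 gene symbol for 19572 of the others and several for 0, while 2634 were unnamed here. Averaging the probe sets of a gene left 19505 genes. The background of each array was the 95th percentile of its 1414 probe sets for olfactory and vomeronasal receptors, which was 5.76 in Balb/c and 5.65 in B6J. Above it were 12225 genes in Balb/c and 12438 genes in B6J. A gene was counted as higher in a strain when its signal was at least 2-fold that of the other strain and above background, which held for 1571 genes in B6J and 858 genes in Balb/c, or for 1370 and 999 when both arrays were centred on their median. All differences are B6J minus Balb/c, on the deposited log2 scale. Signals reached 19.76 in Balb/c and 19.93 in B6J, and whether a further transformation widened them is not known. Every fold is therefore a fold on that scale and may not be one of RNA amount. With 1 pooled sample for each strain they have no replicate check, and no test was made. The median difference of a gene list was described by its percentile among 10000 random lists of the same size and similar mean signal. Because the brightness of a probe set also depends on its probes, signals were compared between strains and were not used to order transcripts of different genes. Variants of sequence or copy number between the strains can also change the brightness of a probe, and they were not examined here.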

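Of the 94 genes listed for the gene classes of Fig. 2a, which cover sialic acid metabolism, mucins and the enzymes that build mucin-type O-glycans, 85 were measured, and 0 of these had an all-or-none difference between the strains. The other listed genes had no named probe set here and were not assessed. A gene was called all-or-none when it was at or below background on one array, and above background and at least 8-fold brighter on the other. Both arrays were above background for 64 of the 85 genes, neither for 17, and only one of them for 4. The galactosyltransferase B4galt4 was above background only in B6J, at least 2.11-fold higher than in Balb/c when background stood in for the dim side, and the ppGalNAc transferase Galnt15 at least 1.40-fold. The galactosyltransferases B3galt5 and B3galt6, named after their values were seen, were above background only in Balb/c, at least 1.28-fold and 1.42-fold higher than in B6J. The widest differences within these classes were those of B3gnt3, 9.60-fold higher in B6J, and of Muc13, a membrane-bound mucin, 7.38-fold higher in Balb/c. All-or-none calls were rare among all measured genes, so that 0 among 85 does not set these classes apart. Over all 19505 genes, 54 were all-or-none and higher in Balb/c, and 7 were all-or-none and higher in B6J. Against background as the floor, an alternative chosen after seeing the data, 44 and 4 of these differed by at least 8-fold. The 54 genes included 10 of the 26 measured secretoglobin genes and 10 of the 13 measured Esp genes, which encode exocrine gland-secreted peptides, 2 families chosen after the values were seen. Of 15 measured genes of a lacrimal gland list, 9 were higher in Balb/c and 1, Bpifa2, named after its value was seen, was higher in B6J, and the median difference of −4.38, or −11.79 over the 11 members above background on at least 1 array, lay below those of all 10000 random lists. Lpo, the peroxidase of tears and saliva, had a signal of 19.00 in Balb/c and 4.11 in B6J, at least 10478-fold. Lcn11, a lipocalin, was at least 8500-fold higher in Balb/c, and the secreted nuclease Dnase1 at least 3972-fold. Pip, the prolactin-induced protein of exocrine secretions, was 19.55 in Balb/c and 5.90 in B6J. When background was set at the highest signal of the Y-linked genes, the all-or-none genes numbered 18 in Balb/c and 0 in B6J. Those of the Fig. 2a classes stayed at 0, which this lower background could not change. Of these genes only B3gnt3 differed by at least 8-fold, and its Balb/c signal of 7.48 was above background.

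**Figure D1:**
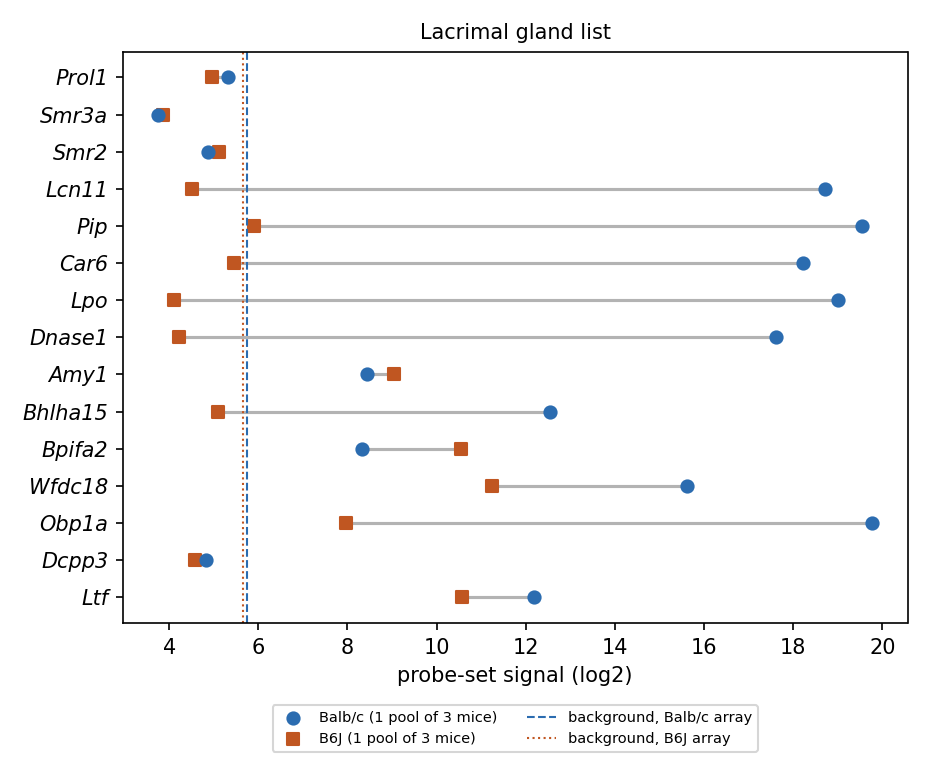
Signals of the 15 measured genes of the lacrimal gland list in Balb/c (circles) and B6J (squares), each from 1 pool of RNA from 3 mice, on a log2 axis. The dashed and dotted lines are the backgrounds of the Balb/c and B6J arrays, 5.76 and 5.65, and 5 of the genes, among them Lpo, Lcn11 and Dnase1, lie above background in Balb/c and below it in B6J.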

To our surprise, there were no genes related to sialylation showing all-or-none expressions between the two strains (Fig. 2a). Instead, high expression of a few sialyltransferases, including *St6galnac1*, was observed in both the strains (Fig. 2a). This indicated that qualitative, rather than quantitative, differences led to the all-or-none phenotype of sialylation.

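Of the 20 mouse sialyltransferases, 17 had a named probe set, and 12 of these were above background in both strains. St6gal2, St6galnac4 and St6galnac6 had no named probe set, so their signals were not read here. St6galnac1, which adds sialic acid in α2,6 linkage to the GalNAc of O-glycans, had a signal of 14.98 in Balb/c and 15.68 in B6J, a difference of 0.71 or 1.63-fold. In B6J, 4 sialyltransferases were higher, which were St3gal1 (3.75-fold), St3gal3 (3.24-fold), St8sia5 (2.67-fold) and St3gal6 (2.18-fold), and in Balb/c 0 were higher. The signals of St8sia6, of the α2,8-sialyltransferase family, were 12.72 in Balb/c and 11.91 in B6J. The signals of St6gal1, the enzyme that caps N-glycans with α2,6-linked sialic acid, were 7.84 and 8.83. St3gal2, St3gal4, St3gal5 and St8sia4 also differed by less than 2-fold. St6galnac3, St6galnac5, St8sia1, St8sia2 and St8sia3 were at or below background on both arrays. The median difference of the 17 genes was 0.66, at percentile 99.96 of the random lists. On the same arrays, the medians of fibroblast and endothelium markers were 1.53 and 1.06, and that of 10 widely expressed reference genes was 0.47. Each gene has a single value over all of its probes, and their places in the transcript were not analysed here, so that splice forms of a gene were not separated. From the expression of sialyltransferases in both strains and the lack of all-or-none expression among genes related to sialylation, the paper reasons that the all-or-none sialylation phenotype came from differences that are qualitative and not quantitative.

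**Figure D2:**
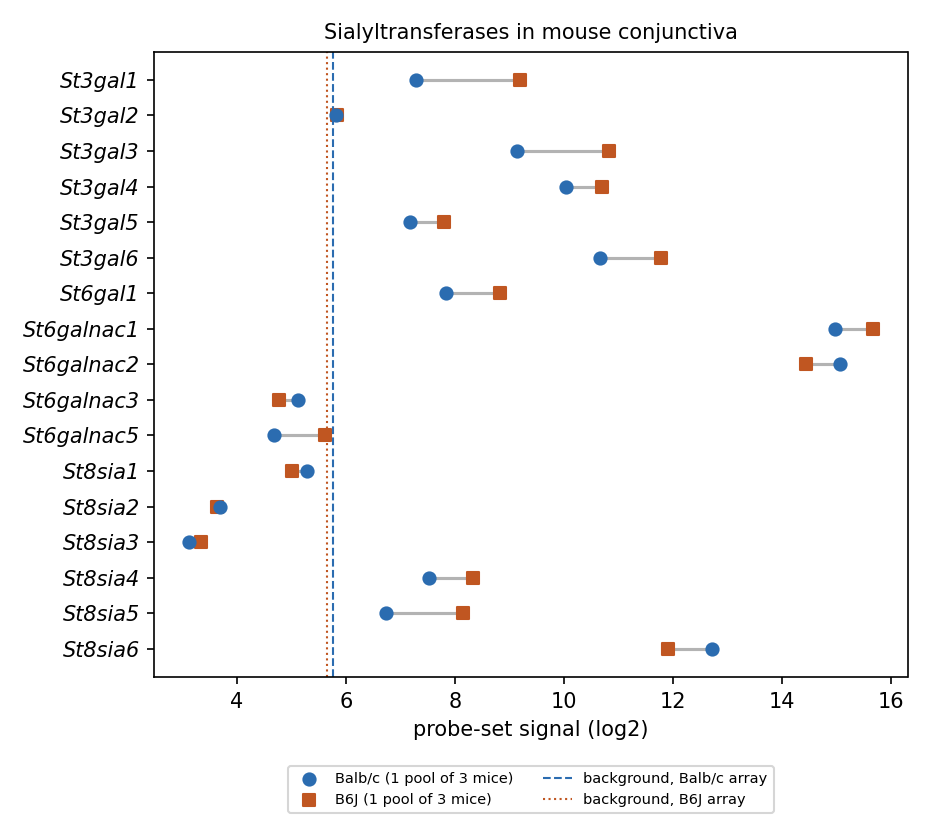
Signals of the 17 measured sialyltransferases in Balb/c (circles) and B6J (squares), each from 1 pool of RNA from 3 mice, on a log2 axis. The dashed and dotted lines are the backgrounds of the Balb/c and B6J arrays, and 12 of the 17 genes lie to the right of both lines in both strains.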

**Fig. 2:**
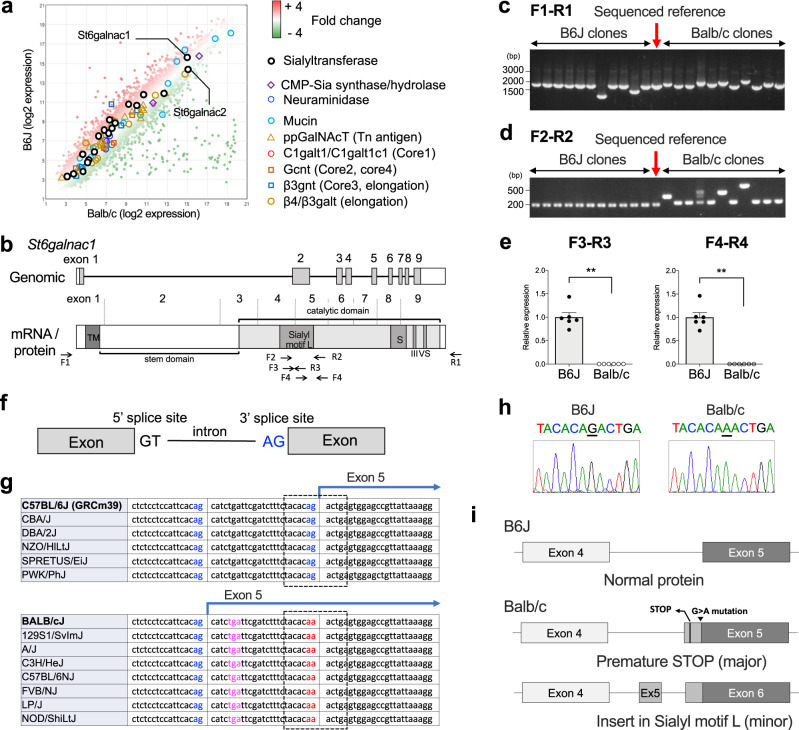
Aberrant splicing disrupts sialyl motif of St6galnac1 in Balb/c mice. **a** Pooled total RNA from three eyes for each strain was subjected to microarray analysis. CMT-Sia, cytidine-5ʹ -monophospho-N-acetylneuraminic acid; ppGalNAcT, peptidyl-N-acetylgalactosaminyl-transferases; Gcnt, glucosaminyl (N-acetyl) transferase; β3gnt, β3-GlcNAc-transferase; galt, galactosyltransferase. **b** Schematic representation of *St6galnac1* gene and its product. The catalytic domain has four conserved sialyl motifs (L, S, III, VS). Priming sites for PCR used in (**c–e**) are shown. TM, transmembrane domain. Colony PCR (**c**) and nested PCR (**d**) of cloned St6galnac1. Data are representative of two independent experiments. **e** Quantitative PCR for intact sialyl motif L. *n* = 6 for each strain. **p < 0.01 (*p* = 0.0022 for F3-R3 and *p* = 0.0022 for F4-R4) by two-tailed Mann–Whitney test. Data represents mean ± S.E.M. Data are representative of two independent experiments. **f** Schematic representation of splicing sites. **g** Strain comparison of 3ʹ splice site sequences available at Ensembl database^52^. Blue, potential 3ʹ splice sites; Red, disabled 3ʹ splice site; Magenta, premature stop codon. The range of Sanger sequencing shown in (**h**) is circled with a dotted line. **h** Sanger sequencing of 3ʹ splice site of intron before exon 5. **i** Schematic representation of exon usages of cloned *St6galnac1*. Source data are provided as a Source Data file (**c**, **d**, **e**).

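All 8 genes of CMP-sialic acid synthesis and turnover were above background in both strains, and 2 of them were higher in Balb/c. These were Nans, the sialic acid synthase (3.19-fold), and Gne, which makes and phosphorylates the precursor ManNAc (2.65-fold). Cmas, which activates sialic acid to CMP-sialic acid, was 1.86-fold higher in Balb/c, under the 2-fold limit, and Nanp 1.89-fold higher in B6J. The median difference of this class was −0.53, at percentile 1.26. All 4 neuraminidases differed by less than 2-fold. Of 9 measured mucins, Muc5ac, the gel-forming mucin of conjunctival goblet cells, was 19.27 in Balb/c and 18.15 in B6J, 2.18-fold higher in Balb/c. The membrane-bound Muc4 (3.17-fold) and Muc20 (2.40-fold) were higher in B6J. Muc5b was 13.09 in Balb/c and 12.90 in B6J, and Muc2 was at or below background on both arrays. Of 14 genes of a goblet cell list, 4 were higher in Balb/c and 0 in B6J. Among them were Agr2, a disulfide isomerase needed for mucin folding (8.52-fold), Tff1 (2.49-fold) and the transcription factor Spdef (2.32-fold). The median difference of the list was −0.37, at percentile 1.69, or 3.18 after loess. It was −0.60 over members above background on at least 1 array, and −0.20 with background as the floor. With quantile normalization 3 of its genes were higher in Balb/c. On the same arrays, 6 of 12 genes of the acinar secretory machinery, a list added after other lists had been seen, were higher in Balb/c and 0 in B6J, with a median difference of −1.30. Of 19 ppGalNAc transferases, which start O-glycans, Galnt10 was 2.22-fold higher in Balb/c and Galnt16 was 2.01-fold higher in B6J. C1galt1, the core 1 synthase, was 7.53 in Balb/c and 9.21 in B6J, 3.21-fold higher in B6J, and its chaperone C1galt1c1 was 7.56 and 6.58. None of the 5 Gcnt genes and 1 of the 9 β3-GlcNAc-transferases, B3gnt3, differed by at least 2-fold. Of 12 galactosyltransferases, B4galt4, B3galt1 and B4galt5 were higher in B6J and B4galt1 in Balb/c. The median differences of the 7 classes other than sialyltransferases and CMP-sialic acid genes lay between −0.29 and 0.35 and within the central 95% of random lists. With quantile normalization the difference of Muc5ac was −0.59, and Galnt16 and B4galt5 fell below 2-fold under all 3 scalings. C1galt1c1 reached 2-fold higher in Balb/c under all 3, as did Gcnt3 under quantile normalization and loess and B3galt5 with median centring.

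**Figure D3:**
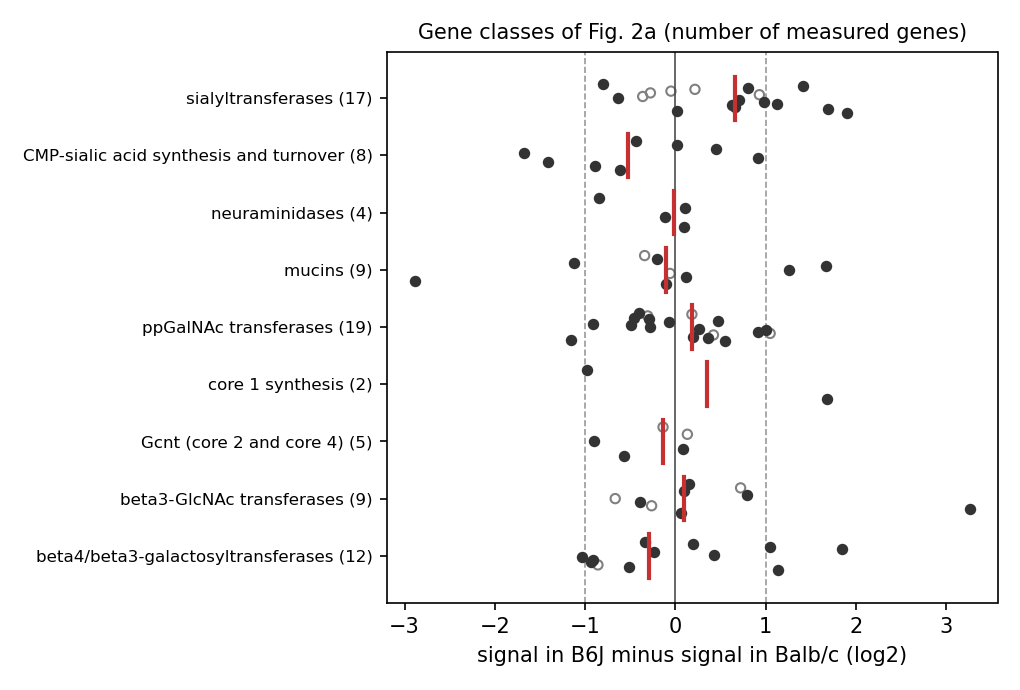
Differences in log2 signal, B6J minus Balb/c, of the measured genes of each class in Fig. 2a, from 1 pooled sample for each strain, with the number of genes in brackets. Filled points are genes above background on at least 1 array, open points are genes at or below it on both, red lines are class medians, and dashed lines mark 2-fold, with the medians at 0.66 for sialyltransferases and −0.53 for CMP-sialic acid genes.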

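Under the other scalings, the difference of St6galnac1 between the strains was 0.55 to 0.72. Of the 500 genes closest to it in mean signal, 32.4% differed more between the 2 arrays. St6galnac2, a related enzyme that also transfers sialic acid to the GalNAc of O-glycans, differed in the other direction. Its signal was 15.08 in Balb/c and 14.44 in B6J, 1.55-fold higher in Balb/c, and 36.8% of the 500 genes closest in mean signal differed more. The difference of St6galnac2 was −0.76 to −0.63 under those scalings. Taking the brightest probe set of each gene left the values of St6galnac1 and St6galnac2 unchanged, so it was no check for them. Both genes lie on chromosome 11 in the RefSeq annotation of the mouse genome (GRCm38.p6), with 0 measured genes between them.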

To examine whether there are any functional differences in St6galnac1 which is expressed highest in the conjunctiva of the two strains, we cloned *St6galnac1* mRNA expressed in the conjunctiva. St6galnac1 is a type 2 transmembrane protein residing in the Golgi apparatus, that is comprised of an N-terminus transmembrane domain followed by a long stem and a catalytic domain (Fig. 2b). The catalytic domain has four regions called “sialyl motifs”, which are conserved among all classes of sialyltransferases^51^. The amplicon sizes of the cloned *St6galnac1* were highly variable in Balb/c mice, compared to those of the relatively uniform B6J clones (Fig. 2c). Furthermore, the lengths of the Balb/c amplicons corresponding to the site of Sialyl motif L were different from the known RefSeq sequence (Fig. 2d), suggesting a difference in the coding sequences. In fact, two pairs of quantitative-PCR primers detected no mRNA coding intact Sialyl motif L in the Balb/c conjunctiva (Fig. 2e). Examination of genomic and cloned cDNA sequences revealed that a point mutation at the 3ʹ splice site (G > A) before exon 5 led to aberrant splicing in Balb/c mice (Fig. 2f–i). Comparison of publicly available mouse genomic sequences^52^ revealed that the G > A mutation was found across several mouse strains (Fig. 2g). Most of the Balb/c clones resulted in the premature stop codon, with loss of most of the catalytic domain (Fig. 2g,i). We searched for potentially functional Balb/c clones that are derived from in-frame alternative splicing and found a rare clone with an extra exon that results in an insertion in the Sialyl motif L amino acid sequence (Fig. 2i).

### Defective St6galnac1 activity in Balb/c mice

To test the enzymatic activity of cloned St6galnac1 isoforms to synthesize sialyl-Tn (Fig. 3a), we employed a human goblet cell line HT29-MTX-E12 (E12)^53^. E12 cells differentiated into mature goblet cells, by approximately two weeks of culture after becoming confluent (Fig. 3b). E12 was found to expresses a small amount of sialyl-Tn, which was enhanced upon CRISPR/Cas9-mediated knockout of core-1 synthase (*C1GALT1*), and abrogated by knockout of *ST6GALNAC1* (Fig. 3c and Supplementary Fig. 1). The goblet cell mucus granules were positive for sialyl-Tn, suggesting that the sialyl-Tn is present on the mucins (Fig. 3d). Retroviral transduction of intact full-length *St6galnac1*, but not the Balb/c-derived clones, dramatically increased sialyl-Tn expression (Fig. 3e). Although lectins known to bind some sialylated glycan structures did not bind B6J conjunctival goblet cells (Supplementary Fig. 2a,b), sialyl-Tn was detected in the B6J conjunctival goblet cells and released mucus, but not in the Balb/c goblet cells (Fig. 3f). Consistently with this, the conjunctival swab from Balb/c mice did not have any detectable sialyl-Tn (Fig. 3g). These results indicate that only the St6galnac1 protein derived from the intact B6J transcript is functional, while those from Balb/c transcripts are not.

**Fig. 3:**
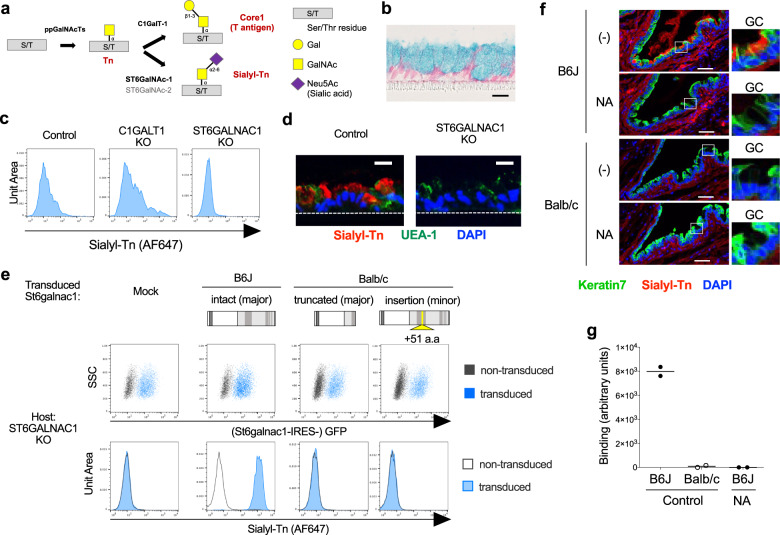
Defective St6galnac1 activity in Balb/c goblet cells. **a** Biosynthetic pathways of Tn, Core1, and sialyl-Tn. S/T, serine or threonine residue. **b** AB and Kernechtrot staining of differentiated HT29-MTX-E12 (E12) cell line. Bar, 20 μm. Polyclonal knockout (KO) of *C1GALT1* or *ST6GALNAC1* in E12 cells by genome editing affects sialyl-Tn expression assessed by FACS (**c**) and immunostaining (**d**). UEA-1, Ulex Europaeus Agglutinin I. Bar, 20 μm. **e** *ST6GALNAC1*-KO E12 cells were transduced with cloned *St6galnac1* sequences. Expression levels of sialyl-Tn and GFP in transduced (blue histogram) and un-transduced (gray empty histogram) cells were evaluated by FACS. a.a, amino acids. **f** B6J and Balb/c conjunctivas were stained with a monoclonal antibody against sialyl-Tn (clone MLS132) with or without neuraminidase treatment. GC, goblet cells. Bar, 50 μm. **g** Swab extract of conjunctival sac (*n* = 2 for each condition) was subjected to neuraminidase or BSA (control) treatment before coating onto the plate. Sialyl-Tn was detected by anti-sialyl-Tn antibody. Source data are provided as a Source Data file. Data are representative of two independent experiments.

### Expression of intact St6galnac1 restores sialylation of goblet cell mucins in Balb/c mice

To assess the physiological role of St6galnac1, we introduced B6J-type intact *St6galnac1* allele to the Balb/c strain by backcrossing (Fig. 4a, b and Supplementary Fig. 3). Forty eight simple sequence length polymorphism markers were genotyped^54^ to confirm the replacement of chromosomal arms other than the *St6galnac1* locus, after nine generations of backcrossing (Fig. 4b). The conjunctival tissue of fully backcrossed mice, termed Ao mice, expressed sialyl-motif-intact *St6galnac1* (Fig. 4c) and had AB-positive goblet cells (Fig. 4d). The presence of sialyl-Tn was confirmed by immunostaining (Fig. 4e). However, there was no difference in the amount of tear volume between WT and Ao mice (Supplementary Fig. 4). To assess the properties of mature mucus proteins, we stimulated mucus secretion by applying ragweed pollen shells essentially devoid of proteins and collected them as the shell aggregates (Fig. 4f). Most of the WGA-reactive glycoprotein was found to be Muc5ac, with different mobilities between WT and Ao mice (Fig. 4g). The mobilities were the same after neuraminidase treatment, indicating that the difference may be attributable to negative charges of the sialic acids (Fig. 4h). The sialylation was represented by the existence of sialyl-Tn (Fig. 4i). These results demonstrate that St6galnac1 is sufficient for the synthesis of sialic acid-capped glycans, including sialyl-Tn, in murine conjunctival goblet cells.

**Fig. 4:**
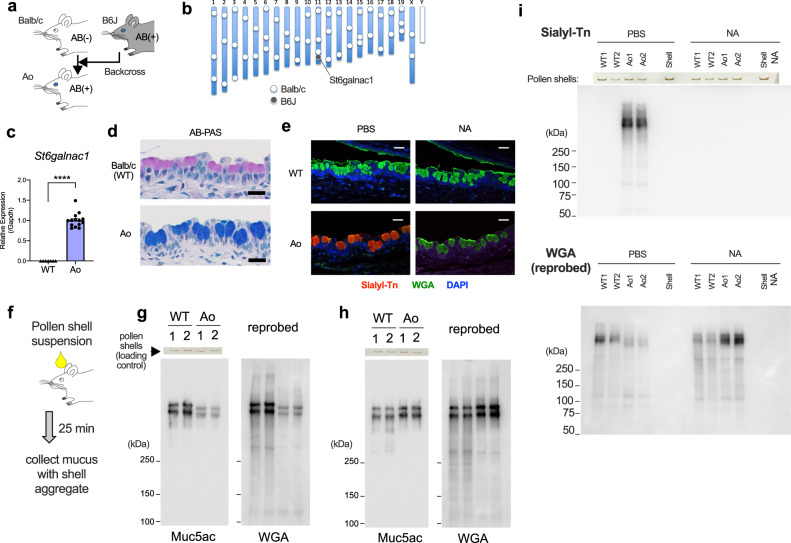
Expression of intact St6galnac1 restores Sialyl-Tn expression in conjunctival goblet cell mucins in vivo. **a** Schematic representation of backcrossing of B6J-derived intact *St6galnac1* gene to Balb/c mice. **b** Chromosomal distribution of PCR-confirmed strain-specific markers in Ao mice. **c** Intact *St6galnac1* expression in the conjunctiva. *n* = 7 for WT and *n* = 14 for Ao mice. ****p < 0.0001 by two-tailed Mann–Whitney test. Error bar represents S.E.M. **d** AB-PAS staining of the conjunctiva. Bar, 20 μm. **e** Immunostaining of sialyl-Tn in conjunctiva with or without neuraminidase treatment. WGA, wheat germ agglutinin Bar, 20 μm. **f** A schematic diagram of secreted mucus collection. Western blotting of the secreted mucus with (**h**, **i**) or without (**g**, **i**) neuraminidase treatment. The photographs of pollen shell amount left in the wells of polyacrylamide gels after the electrophoresis are also shown as loading controls (**g–i**). Data are representative of at least two independent experiments (**d**, **e**, **g–i**). Source data are provided as a Source Data file (**c**, **g**, **h**, **i**).

### Sialylated mucins encapsulate pollens with an impenetrable layer

To investigate the functions of sialylated mucins, we examined the pollen aggregates under a microscope. Intriguingly, mucus from Ao mice, but not that from WT Balb/c mice, encapsulated the pollen aggregate with a layer of gel-like structure (Fig. 5a and Supplementary Fig 5). The layer was sialyl-Tn-positive, but the immunostaining intensity was lower compared to that of the mucus inside the aggregate, implying that the water content is higher in the gel-like layer (Fig. 5b). To assess the penetrability of the mucus layer, we took an inverse penetration approach; the mucus-encapsulated pollen aggregates were soaked into the fluorescent particle suspension, and the space accessible to the fluorescent particles was assessed. In WT Balb/c, the pollen shell surface was readily accessible to the particles with a diameter of 0.5 μm (Fig. 5c, d and Supplementary Fig. 6). However, in Ao mice, most of the particles did not reach the shell surface (Fig. 5c, d and Supplementary Fig. 6). Furthermore, additional staining with WGA revealed the difference of surface texture of the mucus; Ao mucus completely covered the pollen aggregate, while the WT mucus did not hide the pollen balls (Fig. 5e). Given that the sizes of most of the bacteria are in the similar order (0.5–2 μm) to the fluorescent particles used, and so do the subpollen particles that carry allergenic proteins (0.5–4.5 μm)^55^, the sialylated mucins may have a role in quarantining potentially harmful particles, as a first-line of defense on the ocular surface.

**Fig. 5:**
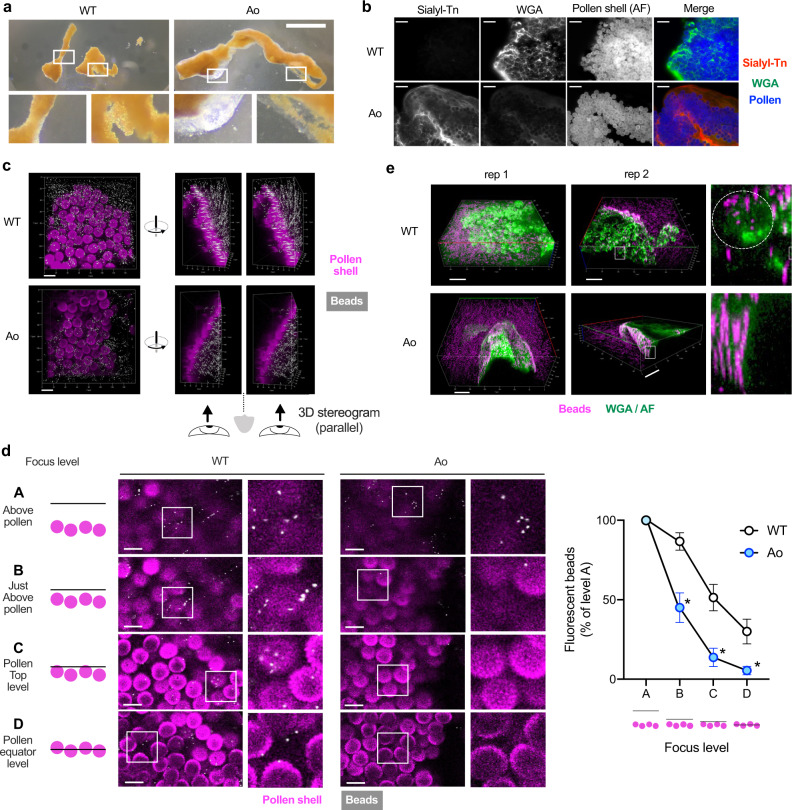
Sialylated mucins encapsulate pollens with an impenetrable layer. **a** Representative pictures of pollen shell-mucus aggregates 25 min after challenge. Bar, 1 mm. See also Supplementary Fig. 5 for more examples. **b** Immunostaining of pollen shell aggregates retrieved from the conjunctival sac. AF, autofluorescence. Bar, 50 μm. **c** The pollen shell aggregates from indicated strain were soaked in the fluorescent beads-suspended PBS. Parallel-view 3D stereogram of the side-view is also shown. Bar, 20 μm along the closest edge. **d** The bead distribution was enumerated at various focus levels. Bar, 20 μm. *n* = 6 for WT and *n* = 7 for Ao mice. *p < 0.05 (adjusted *p* = 0.0101, 0.0101, and 0.0233 for levels B, C, and D) by two-tailed Two-way ANOVA with Holm-Sidak’s multiple comparisons. Focus level A is excluded from the statistical analysis. *n* = 6 for WT and *n* = 7 for Ao mice. Error bar represents S.E.M. Source data are provided as a Source Data file. See also Supplementary Fig. 6. **e** The pollen shell aggregates were soaked in fluorescent beads-suspended PBS containing WGA. The detail of the white-squared area is also shown. The white dotted circle indicates a pollen shell. Bar, 50 μm along the closest edge; rep, representative pollen shell aggregate. Data are representative of at least two independent experiments (**a–e**).

### Sialylated mucins efficiently forms large aggregates of pollen shells

In addition to the gel-like layer, we noticed that secreted mucus from Ao mice formed significantly larger aggregates compared to that from WT Balb/c mice (Figs. 5a, 6a, b and Supplementary Fig. 5). The aggregate sizes were decreased when the pollen shells were administered together with neuraminidase (Fig. 6c, d). Gel-like layer also disappeared by sialic acid removal (Fig. 6c). Furthermore, significantly larger amount of pollen shells were captured by the same amount of mucus protein in Ao mice, as compared to those captured in WT Balb/c mice (Fig. 6e).

**Fig. 6:**
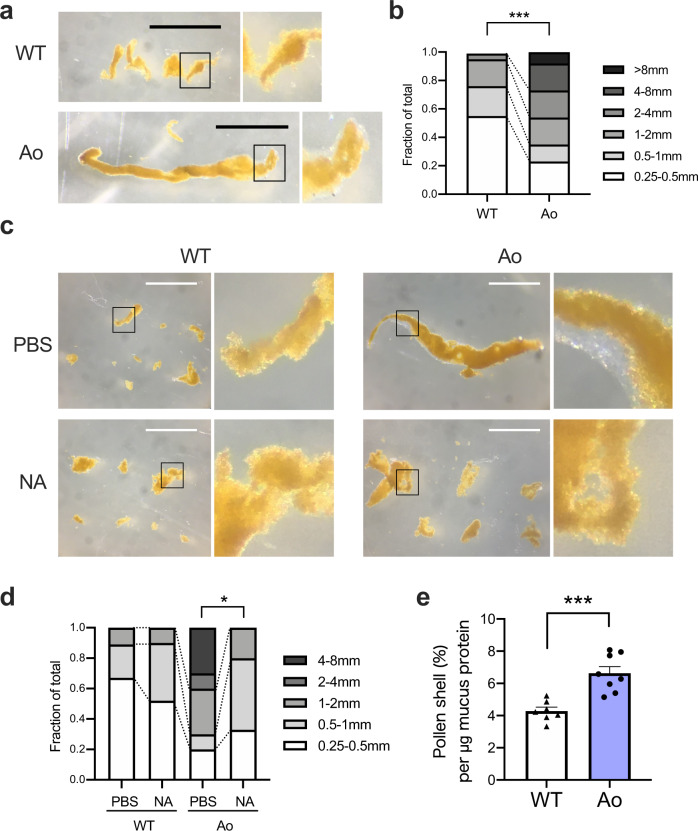
Sialylation is required for the efficient entrapment of pollen shells. **a** Representative picture of pollen shell-mucus aggregates from one eye. Bar, 1 mm. **b** Frequencies of aggregates with indicated lengths. Pooled data from 8 eyes each. ***p < 0.001 (*p* = 0.0009) by two-tailed Fisher’s exact test for the ratio of fractions <1 mm and ≧1 mm. **c** The pollen shells were instilled into eyes with or without 5 U/mL neuraminidase. Bar, 1 mm. **d** Frequencies of aggregates with indicated lengths. Pooled data from 4 eyes each. *p < 0.05 (*p* = 0.0344) by two-tailed Fisher’s exact test for the ratio of fractions <1 mm and ≧1 mm. **e** The pollen shell amount in the aggregate was divided by the amount of mucus protein in the same aggregate. *n* = 7 for WT and *n* = 8 for Ao mice. ***p < 0.001 (*p* = 0.0004) by two-tailed Welch’s *t* test. Error bar represents S.E.M. Data are representative of at least three independent experiments (**a–e**). Source data are provided as a Source Data file (**b**, **d**, **e**).

### Chronic stimulatory conditions upregulate sialyl-Tn and ST6GALNAC1 in humans

Since sialylated mucins could play a protective role by capturing and quarantining incoming foreign bodies to the eyes, it may be increased in conditions with chronic mechanical and/or inflammatory stimuli. Indeed, we found increase of sialyl-Tn-positive goblet cells in the conjunctiva of AKC patients (Fig. 7a, b). In addition, analysis of a published dataset^56^ revealed that *ST6GALNAC1* expression levels were significantly increased in the biopsies of pterygium, a relatively common proliferative ocular surface disorder associated with UV exposure and inflammation^57^, compared to those in healthy conjunctiva (Fig. 7c).

**Fig. 7:**
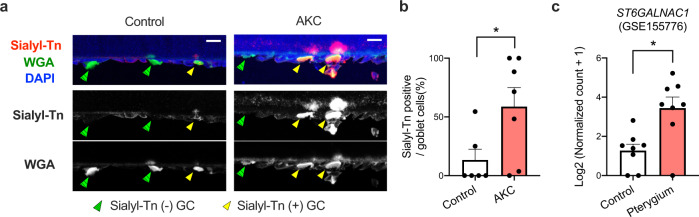
Sialyl-Tn or *ST6GALNAC1* is upregulated in chronic stimulatory conditions in humans. **a** Representative immunostaining of impression cytology specimens. GC, goblet cells. Bar, 20 μm. **b** Frequencies of sialyl-Tn-positive goblet cells in impression cytology specimens from control (*n* = 6) and AKC (*n* = 7) subjects. *p < 0.05 (*p* = 0.0443) by two-tailed Mann–Whitney test. Error bar represents S.E.M. **c** *ST6GALNAC1* expression in an RNA-seq dataset (GSE155776) of pterygium (*n* = 8) and control (*n* = 8) biopsies. *p < 0.05 (*p* = 0.0103) by two-tailed Mann–Whitney test. Error bar represents S.E.M. Source data are provided as a Source Data file (**a**, **b**).

### St6galnac1 protects mice from pollen-induced allergic conjunctivitis

Finally, we investigated whether sialylated mucins are functionally protective in vivo. We applied a well-established murine model of ragweed (RW) pollen-induced conjunctivitis to WT Balb/c and Ao mice (Supplementary Fig. 7a). Ao mice showed significantly ameliorated clinical manifestations (Fig. 8a–c). In addition, the eosinophil accumulations were attenuated in Ao mice (Fig. 8d–g and Supplementary Fig. 8). Dose-response analysis showed that the presence of intact St6galnac1 increases the antigen dose threshold for inducing eosinophil accumulation (Fig. 8g). Although the humoral responses were similar after immunization (Supplementary Fig. 7b–d), RW-specific IgE was elevated after pollen challenges in WT mice, but not in Ao mice, suggesting that the sialylated mucins can reduce the antigen responses (Supplementary Fig. 7b–d). Indeed, the amounts of pollens remaining in the conjunctival sac of Ao mice after challenges were significantly smaller than those of WT Balb/c mice, suggesting that the sialylated mucus can efficiently remove the pollen particles compared to the non-sialylated one (Fig. 8h and Supplementary Fig. 9). Furthermore, the fraction of the migrating dendritic cells ingesting the instilled allergen was found to be smaller in Ao mice than in WT Balb/c mice in the draining lymph node (Fig. 8i, j). These results suggest that the sialylated mucins play an essential role in protecting the ocular surface from incoming foreign bodies including allergens (Supplementary Fig. 10).

**Fig. 8:**
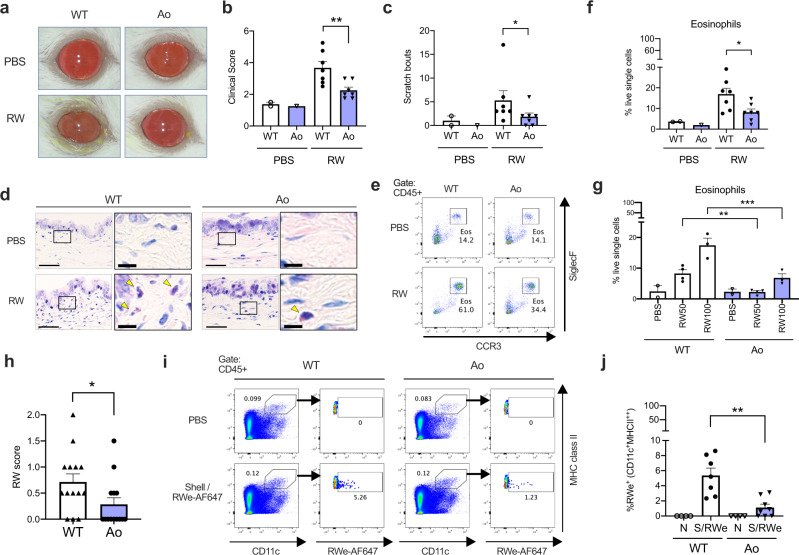
St6galnac1 protects mice against allergic conjunctivitis. **a** Clinical appearance of PBS- or ragweed pollen (RW)-challenged eyes. **b** Clinical scores. *n* = 2, 1, 7, and 7 for PBS-WT, PBS-Ao, RW-WT, and RW-Ao conditions, respectively (**b**, **c**, **f**). **p < 0.01 (*p* = 0.0093) by two-tailed Mann–Whitney test. **c** Scratch bouts. *p < 0.05 (*p* = 0.0449) by two-tailed Mann–Whitney test. **d** Giemsa staining of the conjunctiva. Arrowheads indicate eosinophils. Bar, 50 μm. Inset: Bar, 10 μm. **e** Eosinophil frequency among CD45 + cells in the conjunctiva. Eosinophil frequencies in live single cells after challenges of 100 mg/mL (**f**) or indicated amount (mg/mL) (**g**) of RW pollen or PBS. *p < 0.05 (*p* = 0.0379) by two-tailed Mann–Whitney test (**f**). **p < 0.01 (adjusted *p* = 0.0091, WT vs Ao in RW 50 mg/mL condition), ***p < 0.001 (adjusted *p* = 0.0006, WT vs Ao in RW 100 mg/mL condition) by two-tailed ANOVA with Holm-Sidak’s multiple comparisons test (**g**). **h** RW scores represent the amount of remaining pollen in the conjunctival sac 30 min after pollen challenges. *n* = 14 for each strain. *p < 0.05 (*p* = 0.0325) by two-tailed Mann–Whitney test. **i**, **j** Accumulation of migratory dendritic cells (CD11c^+^MHC class II high) to the draining lymph nodes 12 h after instillation of pollen shells and RW extract labeled with AF647. FACS gating for pooled data (**i**) and enumeration (**j**) are shown. N, PBS-instilled; S/RWe, pollen shell and AF647-labeled RW extract. PBS-instilled data were used for setting AF647 gate and therefore excluded from statistical analysis. *n* = 4, 7, 4, and 8 for WT-N, WT-S/RWe, Ao-N, and Ao-S/RWe conditions, respectively. **p < 0.01 (*p* = 0.0037) by two-tailed Mann–Whitney test. Data are representative of four (**a–h**) or three (**i**, **j**) independent experiments. Error bar represents S.E.M. (**b**, **c**, **f**, **g**, **h**, **j**) Source data are provided as a Source Data file (**b**, **c**, **f**, **g**, **h**, **j**).

To further confirm the role of sialylated mucins in vivo, we generated *St6galnac1* knockout (KO) mice on the B6J background using CRISPR-Cas9 technique (Supplementary Fig. 11a). As expected, conjunctival goblet cells of *St6galnac1*-KO mice were completely negative for sialyl-Tn, indicating the successful disruption of *St6galnac1* gene (Supplementary Fig. 11b). However, there were some sialyl-Tn-negative AB-positive goblet cells left in the *St6galnac1* KO conjunctiva (Supplementary Fig. 11b). The AB-stained substance was sialic acid, as there were no AB-positive cells after neuraminidase treatment (Supplementary Fig. 11b). This indicated that another sialyltransferase activity was constitutively operative, or expressed as a compensatory mechanism, in a minor subset of B6J goblet cells, and it was inactive in Balb/c mice. As we found some missense mutations in Balb/c sialyltransferases other than *St6galnac1* (Supplementary Table 2), these might affect their functionality. Interestingly, partial formation of gel-like layer was observed around the pollen aggregates from *St6galnac1* KO mice, suggesting that partially expressed sialylated glycan other than sialyl-Tn may contribute to the gel-like layer formation (Supplementary Fig. 11c). However, the lengths of the pollen aggregates were smaller (Supplementary Fig. 11d), and the eosinophilic inflammation upon induction of allergic conjunctivitis was exacerbated in *St6galnac1* KO mice compared to those in WT mice (Supplementary Fig 11e,f). These results suggest that the decrease in sialylation of mucins in *St6galnac1* KO mice results in less-protective phenotypes, illustrating the protective function of sialylated mucins.

## Discussion

In the present study, we report the protective role of sialylated mucins present in conjunctival goblet cells. The humans and B6J mice have sialylated mucins in conjunctival goblet cells, while Balb/c mice lacked this sialylation. The difference was largely due to a point mutation at the 3ʹ splice site of a sialyltransferase, *St6galnac1*, which we found is highly expressed in the mouse conjunctiva, similarly to the human conjunctiva^39^. In Balb/c strain, loss of St6galnac1 activity, in addition to another sialyltransferase activity found in a minor population of conjunctival goblet cells, led to loss of sialylation on goblet cell mucins. Expressing intact St6galnac1 in Balb/c mice restored this sialylation, which was required for the efficient entrapment and encapsulation of the allergen into a gel-like layer, which was impenetrable to sub-micrometer particles. Human conjunctiva was found to express increased amount of *ST6GALNAC1* and sialyl-Tn under chronic stimuli. Finally, the pollen-induced allergic conjunctivitis was ameliorated by expressing sialylated mucins, with enhanced removal of the pollen particles.

The apical surface barriers of mucosal tissue may consist of several layers, depending on the location. For instance, the intestinal surface of the ileum is protected by a single layer of penetrable mucus layer, under which is a rigid glycocalyx on the apical side of the epithelial cells^7,58^. In the distal colon, where the bacterial load is highest in the intestine, there are two mucus layers; the outer layer serves as a habitat for microbiota, while the inner layer is a separating border that is free of bacteria^7,59^. The tear film of the ocular surface is composed of three layers; the lipid layer that prevents water evaporation, the aqueous/mucoaqueous layer that contains soluble and gel-forming mucins, and the glycocalyx that serves as a physical barrier^2,60^. Recently, a new model of the distal colon mucus layers has been proposed, in which the two mucus layers are encapsulating the feces, rather than lining the epithelial surface, to limit the bacterial contact with the epithelial surface^61,62^. For this to be functional, the proximal colon-derived O-glycosylated mucus was required^61^. Importantly, allowing bacterial contact to the epithelium would expose the host to the risk of inflammation, even in the case of commensals^63^. Our observation that the released mucus encapsulates the particulate allergens suggests that the goblet cells enforce two strategies to protect the ocular surface by gel-forming mucins: maintaining the stability of the tear film at steady state, and capturing and quarantining the large foreign bodies to enhance their removal in emergency. Our results indicate that sialylation of mucins is necessary for the latter to be effective.

The molecular sieve of the bacteria-impenetrable inner layer of colon mucus is reported to be denser compared to that of the outer layer^7,64^. The penetrability is associated not only with the thickness, but also with the glycan component^63^. At the protein or small compound level, the mucins can inhibit drug diffusion^65^, but the retention of IgA is enhanced by the presence of the mucus layer^66^, which is beneficial for the protection of mucosal surfaces^67^. Interestingly, both the outer and inner layers of the colon mucus, and the penetrable layer of the ileum are composed of the same mucin, Muc2, suggesting that the same gene can produce mucus layers with different physical properties^7^. In line with this, loss of Core-1 synthase C1galt1 in the intestinal epithelial cells has been reported to impair the integrity of the mucus layer^63,68^. Interestingly, C1galt1-deficient colonic goblet cells have increased Tn antigen, which implies a reduction of the total negative charges of sialylation or sulfation on the mucin glycans^68^. In the conjunctiva, our results indicated that St6galnac1-dependent sialylation can provide negative charges to the mucin glycans as observed by the increased mobility on SDS-PAGE. In addition, sialylation increased pollen-capturing efficiency, and the impenetrable capsule layer was missing without mucus sialylation. Thus, we propose that the sialylation is one of the most important factors that regulate Muc5ac gel-forming mucin functions in the conjunctiva.

We previously reported that the pollen shells play an essential role in conjunctival local sensitization as well as in the elicitation phase of the allergic conjunctivitis^69^. In addition, raw ragweed pollens have been shown to release sub-pollen particles upon being soaked in water, which in turn enhance the allergic inflammation^55^. Our observation that the pollen particles can be encapsulated with a sialylated impenetrable layer suggest that the layer may have a role in protecting epithelial cells from mechanical damage and in preventing the microparticles to be released. As such, the enhanced removal of pollen particles and reduced migration of allergen-bearing DCs to the lymph nodes was observed in mice capable of producing sialylated mucins. Further investigation is required to elucidate the consequences of sialylation on other mucus properties such as stability against various proteases and permeability to the proteins and small molecules.

In summary, our study elucidated the role of sialylated goblet cell mucins in providing protection against foreign bodies such as allergen particles.

## Methods

### Mice

B6J and Balb/c mice were bred in the animal facility of Juntendo University or purchased from Sankyo Labo Service Corporation (Tokyo, Japan). Ao mice and *St6galnac1* knockout mice were generated as described below. All mice used in this study were 5-9 weeks old. Male and female mice were equally used. Mice were fed ad libitum with a standard diet (Charles River formula-1 (CRF-1), Catalog number (Cat.#) 2108200, Oriental Yeast, Japan) and maintained in plastic cages containing wood chip in an air-conditioned and light-controlled animal room (23 ± 1 C, 55 ± 5% humidity, 12 h light/ 12 h dark).

### Generation of Ao mouse

Ao mice were generated by backcrossing B6J mice to Balb/c mice. See Supplemental Fig. 3 and Supplemental Table 1 for the detail of genotyping information. Simple sequence length polymorphism regions (D1Mit231, D1Mit218, D1MIt150, D2Mit149, D2Mit328, D2Mit265, D3Mit164, D3Mit189, D3Mit19, D4Mit193, D4Mit203, D5Mit233, D5Mit161, D6Mit138, D6Mit8, D6Mit36, D7Mit267, D7Mit101, D8Mit178, D8Mit211, D9Mit8, D9Mit18, D10Mit213, D10Mit230, D11Mit226, D11Mit39, D11Mit333, D12Mit12, D12Mit114, D12nDs2, D13Mit16, D13Mit213, D14Mit60, D14Mit194, D15Mit265, D15Mit80, D15Mit34, D16Mit131, D16Mit140, D17Mit133, D17Mit123, D18Mit222, D18Mit184, D19Mit68, D19Mit19, D19Mit1, DXMit48, DXMit153) were genotyped to confirm the replacement of chromosomes^54^.

### Generation of *St6galnac1*-knockout mice

*St6galnac1*-knockout mice were generated by CRISPR/Cas9 system^70^ in our facility. Ribonucleoprotein was assembled using Alt-R S.p. HiFi Cas9 Nuclease V3 (Integrated DNA technologies, USA), Alt-R CRISPR-Cas9 tracrRNA (Integrated DNA technologies), and Alt-R CRISPR-Cas9 crRNA (Mm.Cas9.ST6GALNAC1.1.AB,/AlTR1/rArUrArCrArCrUrUrGrGrArGrUrArCrCrCrArGrUrGrUrUrUrUrArGrArGrCrUrArUrGrCrU/AlTR2/, Integrated DNA technologies) and was microinjected into the cytoplasm of fertilized 1-cell eggs at the pronuclei stage from C57BL/6 J female mice (Charles River Laboratories Japan, Inc., Kanagawa Japan) superovulated by intraperitoneal injection of PMSG followed by hCG at an interval of 48 h and mated overnight with C57BL/6 J male mice (Charles River Laboratories Japan, Inc., Kanagawa Japan). Microinjections were performed by micromanipulators (Leica, Wetzlar, Germany) with a PMM-150 FU piezo-impact drive unit (Prime Tech Inc., Ibaragi, Japan) using a blunt-ended mercury-containing injection pipette with approximately 6 μm of inner diameter^71^. After microinjection, 2-cell stage embryos, cultured in modified Whitten’s medium^72^ (Mitsubishi Kagaku Iatron Inc., Tokyo, Japan) for approximately 24 h and developed from fertilized 1-cell eggs, were transferred into the oviducts of pseudopregnant ICR females (Charles River Laboratories Japan, Inc., Kanagawa, Japan) at 0.5 dpc.

Mutations were evaluated by Sanger sequencing of PCR product from genomic DNA. Targeted region was PCR amplified using Q5 High-Fidelity DNA Polymerase (New England Biolabs, USA) and following primers: Forward: 5ʹ-GCTGCTTCAGAGCTGAGG-3ʹ and reverse: 5ʹ-AGCCCATATCTACAAGCAACG-3ʹ.

The product was cleaned using NucleoSpin Gel and PCR Clean-up (MACHEREY-NAGEL, Germany) kit following manufacturer’s instructions. Sanger sequence was performed using the reverse primer as the sequencing primer. Obtained knockout lines were crossed with wild-type C57BL/6 J mice to segregate the knockout alleles. The heterozygous pups were genotyped by Sanger sequencing, and the pups harboring the same mutation was crossed to generate homozygous knockout mice.

### Allergic conjunctivitis models

The experimental allergic conjunctivitis models were induced as previously described^69^. For Balb/c background strains, each foot pad of Balb/c or Ao mice received 50 μg of RW pollens emulsified in 50 μL of Imject Alum Adjuvant (ThermoFisher Scientific) on day 0. On day 14, 0.1 mg of RW pollens suspended in 200 μL of PBS was injected intraperitoneally. From day 28, each conjunctival sac received 2.5 μL of 100, 50, or 0 mg/mL RW pollen suspension once a day for 4 consecutive days (Supplementary Fig. 7a). For B6J background strains, the local sensitization model was used^69^. Each conjunctival sac received 2.5 μL of 200 mg/mL RW pollen suspension once a day for 5 days per week for 3 weeks. 3 days later, the last challenge was performed at the same dose (Supplementary Fig. 11e).

### Evaluation of allergic conjunctivitis model

Mouse eyes were scored for the signs of immediate hypersensitivity responses 30 min after the topical challenges of RW pollen suspension, according to previously published criteria^69^. Conjunctival redness, chemosis, tearing, and eyelid edema were graded as 0 (absent), 1 (mild), 2 (moderate), or 3 (severe) by a person blind to the mouse identity. Signs that appeared to be in the middle of the grades were scored in increments of 0.5. Scores of the left and right eyes were averaged to calculate the final clinical score assigned to each mouse. The remaining ragweed pollen amount was graded from 0 to 2, as shown in Supplementary Fig. 9 and assigned to each eye. Scratching behavior with hind legs were also counted for 30 minutes. Mice were sacrificed 24 h after the last challenge and subjected to analysis.

### Cell culture

HT29-MTX-E12 (E12) cell line was obtained from European Collection of Authenticated Cell Cultures (ECACC, UK). Cells were cultured in DMEM supplemented with 10% fetal calf serum, 1% nonessential amino acids and 1% L-glutamine. For differentiation, cells were seeded on Millicell culture inserts (Merck Millipore, Germany) and cultivated for 2 weeks. The medium was refreshed every other day.

### Genome editing

LentiGuide-Puro and lentiCas9-Blast were gifts from Feng Zhang (Addgene plasmids # 52963, http://n2t.net/addgene:52963, RRID:Addgene_52963 and #52962, http://n2t.net/addgene:52962, RRID:Addgene_52962, respectively)^73^. *Streptococcus pyogenes* Cas9 sequence was subcloned into pMXs-Blasti, following which E12 cells were retrovirally transduced. After selection, single guide sequences for C1GALT1 and ST6GALNAC1 were cloned into lentiGuide-Puro, or the non-targetting control. The lentivirus was produced in 293FT cells using the ViraPower Lentiviral Expression System (Thermo Fisher Scientific). The knockout efficiencies were determined by cloning of the genomic sequences corresponding the guide-targeted regions. The targeted regions were PCR amplified from the extracted DNA using following primers: C1GALT1 Forward: 5ʹ-GGGAGAAAAGGTTGACACCCA-3ʹ; C1GALT1 Reverse: 5ʹ-GCGGGTTAATGATGTCACACAG-3ʹ; ST6GALNAC1 Forward-1: 5ʹ-GACAGTGGGTACCTGAACCAG-3ʹ; ST6GALNAC1 Reverse-1: 5ʹ- GACAGTGGGTACCTGAACCAG-3ʹ; ST6GALNAC1 Forward-2: 5ʹ-TCAAGAACGTGCCTCTTGGG-3ʹ; ST6GALNAC1 Reverse-2: 5ʹ-GGGTCTGTGCCTGTGGTTAG-3ʹ; ST6GALNAC1 Forward-3: 5ʹ-TCTGCACAGATTGAGCGGAG-3ʹ; ST6GALNAC1 Reverse-3: 5ʹ-TGTCCAACCCTTTAGAGCCAC-3ʹ. The amplicons were cloned into pCR-Blunt vector (Thermo Fisher Scientific), which was then transformed into DH5α competent cells. A total of 24 colonies (24 colonies for C1GALT1, and 8 colonies per primer pair for ST6GALNAC1) for each knockout cell culture were tested for colony PCR using GoTaq Green Master Mix (Promega, USA). Plasmids from PCR-positive colonies were extracted and subjected to Sanger sequencing.

### Histology and immunofluorescence microscopy

Mouse conjunctiva biopsies were obtained after euthanasia. AB, PAS, or Giemsa staining was performed for PFA-fixed paraffin-embedded sections before and after neuraminidase treatment.

For immunofluorescence microscopy, the biopsy was fixed in 4% PFA at 4 °C for 1 h, washed in PBS, and embedded in O.C.T. compound (Sakura Finetek, Japan). Cryosections were treated with and without neuraminidase (1 U/ml, Nacalai Tesque, Japan) at 37 °C overnight. The specimen was blocked with streptavidin and biotin solutions and Carbo-Free blocking solution (both from Vector Laboratories, USA). Lectin staining was performed with biotinylated Peanut Agglutinin (PNA, Cat.# B-1075-5, Vector Laboratories, 1:1000 dilution), biotinylated Maackia Amurensis Lectin II (MAL-II, Cat.# B-1265-1, Vector Laboratories, 1:200 dilution), or biotinylated Sambucus Nigra Lectin (SNA, Cat.# B-1305-2, Vector Laboratories, 1:1000 dilution) followed by incubation with streptavidin conjugated with AlexaFluor 568 (Cat.# S11226, Thermo Fisher Scientific, 1:1000 dilution), or WGA conjugated with CF488A (Cat.# 29022-1, Biotium, USA). For competition experiments, lectins were incubated with 500 mM of sialic acid (Wako, Japan) prior to application to tissue specimen. Immunostaining was performed with anti-cytokeratin7 (clone EPR17078, Cat.# ab181598, Abcam, UK, 1:1300 dilution), and anti-Sialyl-Tn (clone MLS132, Cat.# 010-25881, FujiFilm, 1:275 dilution) as primary antibodies, and anti-mouse AlexaFluor 568 (Cat.# A11031, ThermoFisher Scientific, 1:200 dilution), anti-mouse AlexaFluor 647 (Cat.# A21236, Thermo Fisher Scientific, 1:200 dilution), anti-rabbit AlexaFluor 488 (Cat.# A11034, Thermo Fisher Scientific, 1:200 dilution), and anti-rabbit IgG Superclonal recombinant antibody AlexaFluor 488 (A27034, Thermo Fisher Scientific, 1:200 dilution) as secondary antibodies. After staining with DAPI (Dojindo, Japan, 1:1000 dilution), the coverslips were mounted with Slowfade Diamond solution (Thermo Fisher Scientific) and fluorescence was observed under the LSM 700 confocal microscope using ZEN 2011 SP3 software (Zeiss, Germany). For separating pollen shell-derived autofluorescence, fluorescence was observed under Nuance Multispectral Imaging System (PerkinElmer).

For the cultured goblet cells, the membranes of culture inserts were rinsed with PBS, fixed in Fixation buffer (Biolegend, USA), and embedded in O.C.T. compound. Sections were stained with either Alcian Blue (pH2.5) and Kernechtrot solution (#4087-1, Muto Pure Chemicals, Japan) or with anti-sialyl-Tn antibody (clone MLS132, FujiFilm, 1:275 dilution) and biotinylated Ulex Europaeus Agglutinin I (UEA-1, Cat.# B-1065-2, Vector Laboratories, 1:500 dilution), followed by anti-mouse AlexaFluor 647 (#A21236, Themo Fisher Scientific, 1:200 dilution) and avidin AlexaFluor 488 (#A21370, Themo Fisher Scientific, 1:200 dilution).

### Enzyme-linked immunosorbent assay (ELISA)

For the detection of sialyl-Tn in the secreted mucin molecule, the conjunctival swab extract was diluted to the concentration of 2 µg/ml and immobilized onto a black microplate at 37 °C for 1 h. The plate was blocked with Carbo-Free blocking solution (SP-5040, Vector Laboratories, USA). After washes, the plates were incubated with 1 µg/ml of sialyl-Tn antibody diluted in PBS (clone MLS132, Cat.# 010-25881, FujiFilm, Japan, 1:1100 dilution) at RT for 30 min. After washes, bound antibody was detected by HRP-conjugated anti-mouse IgG antibody (Cat.# 7076, Cell Signaling Technology, USA, 1:3000 dilution) in PBS containing 1% BSA. After extensive washings, Western Lightning ECL Pro (PerkinElmer) was added as a substrate, and luminescence was measured by GloMax luminescence plate reader (Promega, USA).

For the quantitation of ragweed-specific immunoglobulins in sera, black microplates (Greiner Bio-one, Germany) were coated with 5 μg/mL of RW extract. After blocking with 30% ImmunoBlock reagent (KAC, Japan), diluted mouse serum was applied to the wells and incubated for 2 h at room temperature. After washing, the plates were incubated with biotin-conjugated detection antibodies (rat anti-mouse IgE, clone R35-118, Cat. #553419, BD Biosciences, USA, 1:500 dilution; goat anti-IgG1, #1070-08, SouthernBiotech, USA, 1:10,000 dilution; goat anti-IgG2a, #1080-08, SouthernBiotech, 1:5000 dilution) together with avidin-HRP (Cat.# 405103, BioLegend, CA, USA, 1:1000 dilution) for 1 h. After washings, the plate was subjected to chemiluminescence measurement as described above.

### Flow cytometry

For the measurement of glycan expression, E12 cells were dissociated and fixed with Fixation Buffer (Biolegend, USA) for 20 min at room temperature (RT) before permeabilization with Intracellular Staining Permeabilization Wash Buffer (Biolegend). The permeabilized cells were incubated with anti-sialyl-Tn monoclonal antibody (mAb) (clone MLS132, FujiFilm, Japan, 1:250 dilution) followed by Alexa Fluor 647-conjugated anti-mouse IgG antibody (A21236, Thermo Fisher Scientific, USA, 1:200 diluition).

Conjunctival leukocyte infiltration was evaluated as previously described^69^. Conjunctival tissue was dissected, minced, and digested in RPMI1640 supplemented with 10% FCS, 1 mg/mL collagenase (FujiFilm, Japan) and 0.5 mg/mL DNase I with continuous stirring for 1 h at 37 °C. The dispersed cell suspension was filtered through a nylon mesh. Lymph node cells were directly dispersed using a nylon mesh. The washed cells were blocked with anti-CD16/CD32 antibody (clone 2.4G2, Cat.# 553141, BD Biosciences) for 10 min at 4 °C. The cells were further incubated with surface-staining antibodies at 4 °C for 20 min. For the conjunctival cells, following antibodies were used: anti-CD11b, FITC (clone M1/70, Cat.# 101206, BioLegend, 1:200 dilution), anti-CCR3, PE (clone 83101, Cat.# FAB729P, R&D SYSTEMS, 1:100 dilution), anti-CD45, PerCP/Cyanine5.5 (clone 30-F11, Cat.# 103132, BioLegend, 1:500 dilution), anti-CD11c, PE/Cyanine7 (clone N418, Cat.# 117318, BioLegend, 1:200 dilution), and anti-Siglec-F, Alexa Fluor647 (clone E50-2440, Cat.# 562680, BD Biosciences, 1:500 dilution) for the conjunctival cells. For the lymph node cells, following antibodies were used: Anti-CD11b, FITC (clone M1/70, Cat.# 101206, BioLegend, 1:200 dilution), anti-mouse I-A/I-E, PE (clone M5/114.15.2, Cat.# 107608, BioLegend, 1:1000 dilution), anti-CD45, biotin (clone 30-F11, Cat.# 103104, BioLegend, 1:250 dilution), anti-CD11c, PE/Cyanine7 (clone N418, Cat.# 117318, BioLegend, 1:200 dilution), and streptavidin, BV711 (Cat.# 563262, BD Biosciences, 1:250 dilution). 4ʹ,6-diamidino-2-phenylindole (DAPI, Cat.# 340-07971, Dojindo, 1:1000 dilution) was added to the cell suspension prior to acquisition.

Fluorescence intensity was measured using FACSuite software (BD Biosciences, USA) and FACSVerse flow cytometer (BD Biosciences). Data were analyzed using FlowJo software (BD Biosciences). The gating is shown in Supplementary Fig. 8.

### SDS-PAGE and western blotting

The proteins in the swab extract or the proteins in the secreted mucus were denatured in reducing condition, separated by SDS-PAGE, and electroblotted to PVDF membranes (Millipore). Membranes were stained with AB solution pH 2.5 (Wako, Japan). After differentiation with 3% acetic acid followed by 100% methanol, the membrane was further stained using PAS staining kit (MUTO Pure Chemicals, Japan) according to the manufacturer’s instructions.

For the sialyl-Tn detection by Western blotting, the membranes were blocked with Carbo-Free blocking solution (SP-5040, Vector Laboratories), and incubated with the anti-Sialyl-Tn (clone MLS132, Cat.# 010-25881, FujiFilm, 1:1100 dilution) or anti-Muc5ac (clone 45M1, Cat.# ab3649, Abcam, 1:500 dilution), followed by the HRP-conjugated anti-mouse IgG antibody (Cat.# 7076, Cell Signaling Technology, 1:3000 dilution). After stripping, the same membrane was incubated with WGA-CF488A (Cat.# 29022-1, Biotium, 1:200 diliution). The ECL luminescence and the fluorescence were visualized with LAS-4000 (FujiFilm).

### Micorarray analysis

Total RNA was extracted from mouse conjunctival tissues using RNeasy Mini Kit (Qiagen, Germany) according to the manufacturer’s instructions. The same amount of total RNA from 3 mice were mixed for each cohort and a microarray analysis was performed using Clariom S assay for mouse (Thermo Fisher Scientific, USA) following the manufacturer’s instruction. Data were analyzed by Transcriptome Analysis Console Software (Thermo Fisher Scientific).

### Cloning and retroviral transduction of St6galnac1

*St6galnac1* transcripts were amplified from the mouse conjunctival cDNA by PCR using Q5 DNA polymerase (New England Biolabs, USA). The amplicons were cloned into pCR-Blunt vector (Thermo Fisher Scientific), which was then transformed into DH5α competent cells. Colony PCR was performed using GoTaq Green Master Mix (Promega, USA). The obtained clones were sequenced and subcloned into pMXs-IG vectors. Retrovirus was produced by transfection into Plat-A cells, and then applied to E12 cells.

### Sanger sequencing

The genomic DNA was extracted from mouse tails and the *St6galnac1* genomic sequence containing exon 5 (PCR region 2 in Supplementary Fig. 3b) was amplified with B6J primers (Supplementary Table 1). The amplicon was purified and Sanger-sequenced using Common-R primer for region 2 in the laboratory of FASMAC (FASMAC, Japan).

### Collection of secreted mucus

The shells of RW pollen were produced as previously described^69^. The RW pollens were defatted with acetone at 60 °C overnight, followed by an incubation in phosphoric acid at 60 °C for 7 d. In this step, most of the pollen content was removed from the navel pore. After washings, the pollens were further incubated in 6% w/v KOH solution at 80 °C for 6 h. The process was repeated to remove heat- and base-labile components such as proteins and endotoxins. The washed pollen shells were dried overnight. The shells were weighed and suspended in PBS at the same particle concentrations as 200 mg/mL of RW pollen suspension.

Each mouse conjunctival sac received 2.5 μL of shell suspension to induce mucus secretion. Twenty-five min later, the mice were deeply anesthetized or sacrificed, and the pollen shell-mucus aggregates were carefully collected from the conjunctival sac. The morphology of the aggregates was observed under a stereo microscope. The aggregates were either fixed in 4% PFA overnight at 4 °C before immunostaining, treated with or without neuraminidase at 37 °C for two days before Western Blotting, directly subjected to reverse penetrability assessment, or subjected to the measurement of protein concentration.

### Measurement of protein concentration and pollen shell amount

The protein amount was measured using Micro BCA Protein Assay Kit (ThermoFisher) following manufacturer’s instructions. After measurement, the released pollen shells were washed in water, and their amount was measured using their autofluorescence at an excitation wavelength 405 nm and an emission filter 500–550 nm using GloMax luminescence plate reader (Promega).

### Reverse penetration assay

The pollen aggregates collected in PBS was soaked in PBS containing FluoSphere Carboxylate-Modified Microspheres, 0.5 µm, red fluorescent (580/605) (#F8812, ThermoFisher) and/or WGA-CF488A (Biotium) in a well of µ-Plate 96 Well Black plate (#89626, ibidi, Germany). The fluorescence was observed under the LSM 700 confocal microscope (Zeiss) using ZEN2011 SP3 software (Zeiss).

### Human samples

Six control subjects and seven atopic keratoconjunctivitis patients were recruited. Clinical parameters other than diagnosis, such as age and sex information were not collected. The recruitment was announced for consecutive patients who were visiting the Department of Ophthalmology Juntendo University, Juntendo and Urayasu Hospital, Tokyo and Chiba, Japan. When conjunctival samples were collected from AKC patients, there was no treatment of eye drops to these patients. Healthy volunteers who did not show signs of allergic conjunctivitis or corneal diseases were recruited. Written informed consent was received prior to participation. Impression cytology specimens were obtained using EYEPRIM (OPIA Technologies SAS, France) as shown in Fig. 1a. The cells were fixed with 4% paraformaldehyde in PBS, rinsed with PBS, and embedded in O.C.T. compound. The sections were subjected to AB and PAS staining, HID staining, or immunostaining. In some cases, sections were treated with neuraminidase from Arthrobacter ureafaciens (#24229-74, Nacalai Tesque, Japan) before staining.

### Statistics & reproducibility

Statistical analysis was performed using Prism 8 software (GraphPad, CA). Data are presented as mean ± S.E.M. in all figure parts in which error bars are shown. No statistical method was used to predetermine sample size. We determined sample sizes by referring to previously published papers in the field^56,69^. The investigators were blinded to allocation during experiments and outcome assessment. Groups were analyzed by two-tailed tests. *P* values of <0.05 were considered statistically significant. All experiments except for the one using human samples were replicated at least twice. All attempts to replication were successful. Human experiment (Fig. 7b) was not replicated because of the limitation of the sample availability. Analysis based on the published database (Fig. 7c) was not replicated because of the data availability.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary

## Data Availability

Source data are provided with this paper. The microarray data for mouse conjunctival gene expression profiles is deposited in Gene Expression Omnibus (GEO; accession no. GSE220182). The genomic DNA sequences for various mouse strains were retrieved through Ensembl database (https://www.ensembl.org). Publicly available dataset GSE155776 was retrieved from Gene Expression Omnibus. Source data are provided with this paper.

## Source data

Source Data

How the deposited data were processed for this re-analysis (not part of the article)

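Conjunctival RNA of Balb/c and B6J mice was measured on 2 Clariom S mouse arrays, 1 for each strain, each with RNA pooled from 3 mice. The authors analysed the arrays in Transcriptome Analysis Console, whose version is not given in the sources used here, and the submitters' processing notes name RMA. The deposited values are on a log2 scale, with 1 value for each probe set and array, and run from 1.46 to 19.76 in Balb/c and from 1.57 to 19.93 in B6J. Whether a further transformation of signals was applied in that software is not given in the sources used here, so a fold is a fold on the deposited scale. Values of single probes were not used here.

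Gene symbols came from the platform annotation, in which 19572 probe sets had 1 symbol and 0 had several. All of its gene identifiers were found in the RefSeq annotation of GRCm38.p6 with the same symbols. The 2634 probe sets without a symbol in this table entered only counts over all probe sets, and the 6640 controls entered none. In 66 named probe sets the values were identical to those of another probe set on both arrays, in 32 groups, as for near-identical gene copies, whose signals are therefore not separate measurements. Probe sets of a gene were averaged, which concerned 55 of 19505 genes.

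Background was the 95th percentile of 1414 probe sets for olfactory and vomeronasal receptors on each array. A gene was called all-or-none when it was at or below background on one array, and above it and at least 3 log2 units higher on the other. A gene was called higher in a strain at a difference of at least 2-fold with the brighter array above background. Where the dimmer array was at or below background, the fold is a lower bound, computed against the background or the gene's own signal there, whichever was higher, and no fold is given where both arrays were at or below it. With 1 sample for each strain, no p-value, standard deviation or count of significant genes can be given, the number of arrays limits the precision, and leaving out a replicate is not possible.

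A set of 48 gene lists, 9 for the classes of Fig. 2a and the others for further glycosylation genes and for cell types and states of the ocular surface and its neighbours, was fixed before the data were examined, and 3 lists were added afterwards. Each list's median difference was placed among 10000 random lists of the same size drawn from genes in the same of 20 bins of mean signal. This percentile describes these 2 arrays and is not a test between strains. Genes named in the text are those the paper names, the sialyltransferases, up to 4 members of each other list with the widest difference, the 15 genes with the widest difference in each direction, and the genes of the strain and sex checks. Fig. 2a had been seen when this rule was written, and genes named outside it are marked.

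Alternatives for the all-or-none calls were background at the 99th percentile or at the highest signal of the Y-linked genes Uty, Kdm5d and Eif2s3y (Ddx3y was unnamed here), and limits of 4-fold and 16-fold. Those for the 2-fold counts were limits of 4-fold and 1.5-fold, no background filter, and all probe sets other than controls. For all results, both arrays were centred on their median, quantile-normalized, or corrected by loess of the difference on the mean (span 0.3), and the brightest probe set of a gene was used in place of the mean. List medians were also computed over members above background alone and with 10 bins. After the data were seen, raising signals below background to the background of their array was added for the calls, the counts, the calls within lists and the list medians.

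The calls were tested on simulated data for B6J against Balb/c with 19505 genes and noise of 0.2 log2 units, of which 200 genes were changed. Of genes changed by 1.5 log2 units in either direction, 96% were recovered at 2-fold, and of those changed by 3 units 100%. Of 100 unshifted random lists, 6 lay outside the central 95%. The changed genes were drawn from genes well above background, and differences between the 2 real arrays spread more widely than this noise. Genes of the random lists were drawn independently, unlike genes that vary together. These rates therefore describe the simulation and do not carry over to the real arrays. The work used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, statsmodels 0.14.6 and matplotlib 3.10.9.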

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

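The number of chromosomes, the comparison of stromal with epithelial genes and background as the floor were chosen after the values had been seen, and the lists of acinar secretory machinery and of smooth muscle and pericytes were added after other lists had been seen, before their own values were.

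In genes that the paper does not discuss, 54 were all-or-none and higher in Balb/c and 7 were all-or-none and higher in B6J. Of the lists outside Fig. 2a that were fixed beforehand, those with a median difference of at least 1 log2 unit and outside the central 95% of random lists were lacrimal gland (−4.38), fibroblast (1.53), Schwann cell (1.20), endothelium (1.06) and cell cycle (1.01), with no control sample to set them against. With background as the floor, the cell cycle median was 0.69, under that limit, as 8 of its 9 genes were above background in B6J and 4 in Balb/c. It was also under it with median centring (0.93), as was that of endothelium with median centring (0.98), quantile normalization (0.96) and loess (0.97). The 3 lists added later also had such medians, which were −1.30 for acinar secretory machinery (−0.99 with background as the floor), 1.20 for smooth muscle and pericytes and 1.39 for lymphatic endothelium.

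Of the 15 lacrimal gland genes, 9 were higher in Balb/c, of which 5 were at or below background in B6J. Scaling between the arrays did not account for this, since at least 54 all-or-none genes were higher in Balb/c under each of the 3 scalings. The 54 genes lay on 16 chromosomes, although 10 were secretoglobin genes on chromosome 7 and 10 were Esp genes on chromosome 17. This argues against a variant confined to 1 gene cluster. It does not address a variant of 1 gene that acts on genes elsewhere. The median difference of 12 genes of the acinar secretory machinery, which are in no other list and of which 11 were also above background in B6J, was −1.30, below all 10000 random lists, with Xbp1 at 15.95 in Balb/c and 13.87 in B6J and Slc12a2 at 14.60 and 14.06. This is consistent with the hypothesis of exocrine gland tissue in the Balb/c sample, although Prol1, Smr3a, Smr2 and Dcpp3 of the lacrimal gland list were at or below background on both arrays, Amy1 was 8.44 in Balb/c and 9.05 in B6J, and Bpifa2 was higher in B6J (these 6 genes and Slc12a2 were named after their values were seen). Of the 12 acinar genes, 6 were higher in Balb/c, 5 were within 2-fold and 1 was at or below background on both arrays. As 4 goblet cell genes were also higher in Balb/c, this list cannot tell gland tissue from a secretory difference in other cells. A strain difference in the expression of gland genes stays open as untested, with 1 pool for each strain.

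Of 7 fibroblast and 7 endothelium genes, 6 and 4 were higher in B6J. The counts were 5 and 3 with median centring or loess, and 7 and 3 with quantile normalization. With the deposited values the fibroblast genes Col1a1 and Fn1 were 11.2-fold and 7.55-fold brighter in B6J. Over members above background on both arrays, the median difference was 1.31 for 15 stromal genes and −0.06 for 19 epithelial genes. The stromal genes came from the fibroblast, endothelium and Schwann cell lists, which had been flagged for their high medians. The epithelial ones came from the conjunctival epithelium and epidermis lists. The medians were 1.37 apart, with a 95% bootstrap interval of 0.95 to 2.07 over genes, which are not replicates. As the lists were chosen with their values known, this gap follows from the choice and lends no support. The epithelial genes include some that gland epithelium can express too, such as Krt8 and Krt18. This comparison therefore cannot tell whether a lower share of all cells other than gland in the Balb/c sample was the whole cause. The list of 9 smooth muscle and pericyte genes had a median difference of 1.20, at percentile 99.94, with Cnn1 at 14.23 in Balb/c and 16.00 in B6J, which is consistent with the hypothesis of more stromal tissue in the B6J sample. A lower share of cells other than gland in the Balb/c sample would act in the same direction. That share and a strain difference in these genes stay open as untested.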

How the results depend on the processing

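No paired analysis was possible because each strain has 1 pooled sample. With no replicates, a value was taken to have moved when it changed by more than the spread of the differences among 500 genes of similar mean signal, a stand-in for replicate error. Of 824 values of named genes under the alternatives, 823 stayed within it, and Fam205a2 was 5.35 with its brighter probe set. Many of these values could not have moved. Median centring shifted every difference by the same −0.08, less than that spread. The brightest probe set could change only the 55 of 19505 genes with several probe sets. That spread is one between the strains and is wide, so it says little of calls near the limit. Outside the Fig. 2a classes, 9 named genes changed their 2-fold call under a scaling. C1qc, Pmel and Vwf lost it under all 3, Mx1 reached 2-fold higher in Balb/c under all 3 and Ehf under median centring and loess, and Actb, B2m, Krt13 and Lyz2 reached 2-fold higher in B6J with quantile normalization. Of 342 list medians, 335 stayed within that spread, although the number of bins does not enter a median, so those with 10 bins could not move. With members above background alone the medians of hair follicle (0.46), lacrimal gland (−11.79), nasal and airway (−7.94), retina (−0.92) and antimicrobial proteins (−1.02) moved, by construction, since fewer genes enter. Antimicrobial proteins then lay at percentile 0.02. With background as the floor, an alternative chosen after seeing the data, the medians of nasal and airway (−0.11, percentile 50.0) and of melanocytes (0.20) moved, because differences below background are removed, and 4 all-or-none genes were higher in B6J and 44 in Balb/c. The goblet cell list was at percentile 3.18 after loess and the reference genes at 97.86 after quantile normalization, and the cause was not tested. The all-or-none count of the Fig. 2a classes was 0 under all alternatives. The limit of 16-fold and the background from the Y-linked genes could not have raised it. Only B3gnt3 of these genes differed by at least 8-fold, and it was above background on both arrays. All-or-none genes higher in B6J numbered 11 with background at the 99th percentile, 34 at 4-fold and 3 at 16-fold. With background from the Y-linked genes, 0 were higher in B6J and 18 in Balb/c, where the lower background leaves fewer genes below it. At 4-fold, 216 genes were higher in B6J and 207 in Balb/c, and at 1.5-fold 3040 and 2072. B6J held 64.7% of the 2-fold calls with the deposited values and 57.8% with median centring. The signals of the 17 sialyltransferases lay below background on both arrays for 5, for which differences cannot be read.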

Differences from the paper's values

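In Fig. 2a, read by eye to whole log2 units, St6galnac1 was near 15 in Balb/c and 16 in B6J. St6galnac2 was near 15 in Balb/c and 14 in B6J. The values here round to these readings, which are too coarse to check the differences between the strains. The paper states that St6galnac1 is the sialyltransferase with the highest expression in both strains. In B6J its signal was 15.68 and that of St6galnac2 was 14.44. In Balb/c the signal of St6galnac1 was 14.98 and that of St6galnac2 was 15.08, a gap of −0.10 that was −0.11 after quantile normalization and −0.09 after loess. The brightness of different probe sets also depends on their probes, so these signals do not order the amounts of the 2 transcripts.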

Other observations

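Among 13 genes of glycan sulfation, 6 were at or below background on both arrays, and the median difference was −0.42 at percentile 1.79, or −0.81 over the 7 other members and −0.20 with background as the floor, an alternative chosen after seeing the data. The sulfotransferases Chst1 (197-fold) and Gal3st2 (33.0-fold) and the sulfate-donor synthase Papss2 (16.8-fold) were higher in Balb/c and 0 in B6J. In the paper, high iron diamine, a stain for sulfate groups, was negative in the goblet cells of either strain. The arrays measured RNA of conjunctival tissue and not of goblet cells alone. Of 11 antimicrobial genes, 5 were higher in Balb/c, or 4 with quantile normalization, among them Reg3g, a bactericidal lectin (17.1-fold), Pigr, which carries antibodies across epithelia (8.24-fold), and Dmbt1 (4.41-fold). The list median was −0.05, inside the central 95% of random lists, or −1.02, at percentile 0.02, over the 9 members above background. Ltf of this list is also in the lacrimal gland list, and Reg3g in the nasal and airway list. On the same arrays as these sulfation and antimicrobial genes, the medians of the lacrimal gland and acinar secretory machinery lists were −4.38 and −1.30. The keratin Krt18, typical of simple epithelia, was 14.4-fold higher in Balb/c. In the meibomian and sebaceous gland list, with a median of −0.77, or −0.44 with background as the floor, Mc5r was at least 13.4-fold and Far2 8.15-fold higher in Balb/c. In the nasal and airway list, 4 of 6 genes were at or below background on both arrays, and the median of −0.92 became −7.94 over the 2 other members and −0.11 with background as the floor, which is the gap between the backgrounds of the arrays. In the pancreatic list Pnliprp1 was at least 4511-fold higher in Balb/c, whereas 12 of the 15 genes were at or below background on both arrays.

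Of 25 skeletal muscle genes, 10 were higher in B6J, or 12 with quantile normalization, among them the myosin Myh2 (6.18-fold), and the list median was 0.78. In the lists for macrophages and dendritic cells, for adipocytes and for melanocytes, 3 of 10, 3 of 7 and 4 of 11 genes were higher in B6J, among them Mrc1 (3.32-fold), Plin1 (2.31-fold) and Tyrp1 (3.60-fold). With median centring or loess the counts were 2, 3 and 3, with quantile normalization 3, 3 and 3, and with background as the floor 3, 2 and 3. Their medians were 0.92, 0.93 and 0.90, and with background as the floor that of melanocytes was 0.20, as 7 of its genes were above background in B6J and 4 in Balb/c. The median of 4 lymphatic endothelium genes was 1.39. The antigen-loading gene H2-DMb1 was 4.53-fold higher in B6J. Of 11 circadian clock genes, Nr1d1 (6.01-fold), Per1 (4.65-fold) and Dbp (3.12-fold) were higher in B6J and Arntl (2.22-fold) in Balb/c. Among 10 immediate early and stress genes, 4 were higher in B6J, with Egr1 at 9.44-fold, and in the cell cycle list Mki67 was 2.79-fold higher. The corneal keratocan gene Kera was 10.9-fold higher in B6J. Fut10 (4.82-fold) was the fucosyltransferase with a call. Of the 39 lists outside Fig. 2a that were fixed beforehand, 37 were other than the strain and sex checks, and of these 10 lay above and 5 below the central 95% of random lists, and 22 inside it. The 3 lists added later lay outside it.

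The genes with the widest differences in Balb/c were, besides Lpo, Lcn11, Pip and Dnase1, the Esp genes Esp18, Esp31 and Esp36, the secretoglobins Scgb2b20, Scgb2b7, Scgb2b24, Scgb2b2 and Scgb1b29, and Gm1553, Sval2 and Gm14743. In B6J they were Gm3893, at least 435-fold higher, Adh6a (48.3-fold), Plac9b (31.2-fold), Plac9a (28.6-fold), Fmod (28.4-fold), Pttg1 (24.3-fold), Sod3 (22.3-fold), Col10a1 (18.6-fold), Prg4 (16.3-fold), Myh3 (12.2-fold), Hspg2 (11.9-fold) and Thbs2 (11.8-fold), and Fam205a2, Fam205a3 and Myl6b. These last genes were at or below background in Balb/c, and at least 7.57-fold, 6.41-fold and 9.09-fold higher in B6J. The ranking used the signals themselves, also below background, so it is not one of the folds printed. Col1a1 (11.2-fold) in B6J and Pnliprp1 (at least 4511-fold) in Balb/c are therefore not in it. Gm3893 lies in a stretch of 8 neighbouring measured genes on chromosome 4, singled out after its values were seen, of which 7 were higher in B6J, including Ccl21b (10.3-fold), Gm13304 (9.29-fold) and Fam205a4 (8.46-fold). The Fam205a genes are copies of one another, and probe sets of gene copies can share probes.

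The strain check was void, since Nnt and H2-Ea were unnamed here and Tpsab1 was at or below background on both arrays. The Y-linked genes Uty, Kdm5d and Eif2s3y were at or below background on both arrays, and Xist and Ddx3y were unnamed here. Among the unnamed probe sets, 13 were all-or-none and higher in Balb/c and 2 in B6J.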
